A study of Homo sapiens with 9 samples. Its data were reported in "Identification of asporin as a HER3 ligand exposes a therapeutic vulnerability in prostate cancer" (2025).

How the data were processed

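RNA-Seq was available for 9 xenografts of PC3, a human prostate cancer cell line, grown in male NSG mice, a strain without functional lymphocytes or natural killer cells. Groups were taken from the sample titles: 3 libraries from mice given PBS as vehicle, 3 titled P-DXd and 3 titled T-DXd. The treatment field of the same records names the other conjugate for each of the 6 treated libraries, so the groups are called P-DXd-titled and T-DXd-titled throughout, and a comparison of all 6 treated libraries with PBS was included because it does not depend on which record is right. Column names of the deposited counts assign the conjugates as the titles do.

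For the xenografts, the study refers to its general RNA-Seq methods. Per these, the authors trimmed reads with Cutadapt, aligned them with STAR and counted them per gene with featureCounts, and the deposited tables hold these raw counts. The methods do not state whether reads from mouse cells were removed or whether strand was used in counting. There were 2 tables, of 16098 and 16114 genes, with 16008 genes in both, and for these genes the PBS counts were checked to be identical in both tables. Every listed gene was protein coding and had at least 5 counts in at least 2 libraries of its table, so genes below that level were not analysed here. The methods name GRCh38, but 224 listed genes end beyond the end of their GRCh38 chromosome and only 44 of the 15869 gene identifiers found in GENCODE v44 had the same coordinates there. Coordinates are therefore given as the tables list them, on a build that the tables do not name. The number of columns of per-sample values left unused was 0.

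Total counts ranged from 54481702 to 125538606 per library, and each PBS library was deeper than each treated library. Replicates of each group were compared by a chi-square statistic of their counts over genes, which ranged from 18.4 to 411 per gene, so no pair of libraries was a duplicate within sampling noise.

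Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the deposited counts, using TMM normalization, filterByExpr and the two-sided quasi-likelihood F test with Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p at or below 0.05 and a fold change of at least 1.5, as in the study's methods, which used DESeq2. P-DXd-titled against PBS, T-DXd-titled against PBS and P-DXd-titled against T-DXd-titled were each fitted on the 6 libraries compared, and both conjugates against PBS on all 9. Levels are given as CPM, the counts scaled by edgeR's cpm function to TMM-adjusted library sizes, as mean ± SD with n = 3. Log2 fold changes are given with an approximate standard error (SE), the absolute log2 fold change divided by the square root of its F statistic. An exact permutation test over all 84 divisions of 9 libraries was used for single scores of the 6 treated against the 3 PBS libraries; its smallest possible two-sided p is 0.0119.

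Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 36 tests of 9 lists in 4 comparisons. The lists for S phase, G2/M phase, MYC targets, interferon response, apoptosis, p53 targets, stromal fibroblasts, macrophages, endothelial cells and Y-linked genes with and without a mouse Y homologue, and a list of 10 study genes (ERBB2, ERBB3, EGFR, ERBB4, ASPN, NRG1, TOP1, SLFN11, ABCG2 and ABCB1), were written before the data were examined, as were the groups, the tests, the alternatives other than GC and length offsets, and the rule for naming genes. Lists for skeletal muscle, hypoxia, sterol synthesis, LXR targets and epithelial cells were written after the data were seen. ASPN is in both the study list and the fibroblast list, the apoptosis and p53 lists share 5 genes (BAX, BBC3, FAS, GADD45A and TNFRSF10B), and LDHA is in both the MYC and hypoxia lists. How many genes of the host cell lists PC3 cells also express was not analysed here. A list score is the mean log2 CPM of its genes, with a prior count of 2, minus the PBS mean.

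Genes were named by rule: among called genes with a mean of at least 100 counts and no overlap between the groups compared, the 4 with the largest rise and the 4 with the largest fall; every called gene where there were 10 or fewer; the study genes; and up to 2 members of a list with the largest change. Alternatives were the Wald test of DESeq2 1.42.0, RLE size factors, no filter on low counts, at least 10 counts in every library, no fold change minimum, glmTreat against a fold change of 1.5, all 9 libraries in 1 fit, a block on a digit in the animal code, camera with an estimated correlation, fry, and leaving out each library in turn. Offsets for transcript GC content and length, known for 14586 of 15070 genes tested (96.8%), were added after seeing the data.

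The method was tested on simulated data in which 200 genes changed by 3-fold. With 3 libraries against 3, edgeR recovered 175 of these among 14945 genes (87.5%) and called 8 unchanged genes. With 6 against 3 it recovered 189 among 15070 genes (94.5%) and called 9 unchanged genes. Part of the deposited data had been examined before this test was run. The same PBS libraries served both comparisons with vehicle, so the correlation of the fold changes was set beside that of 20 simulated pairs of unchanged groups. In each, all 9 libraries were drawn from the PBS mean of each gene with its fitted dispersion, so that the error of the simulated PBS libraries entered both comparisons. That dispersion was the same for PBS and treated libraries.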

Results

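To examine residual tumors after treatment with antibody-drug conjugates, RNA-Seq was performed on PC3 xenografts from mice given vehicle (PBS), P-DXd or T-DXd, with 3 libraries per group. P-DXd (patritumab deruxtecan) is directed at HER3 and T-DXd (trastuzumab deruxtecan) at HER2, and both carry deruxtecan, an inhibitor of topoisomerase I. Conjugates were given at 5 mg/kg; the series record and the study's methods share this dose but differ in the starting tumor volume and the number of cycles. Sample titles and treatment fields assign the conjugates in opposite ways, so groups are named by title and the identity of the conjugate in each group is unresolved. Column names of the deposited counts go with the titles, but whether they were written independently of them is not known. Total counts were 90761763, 125538606 and 110457502 in PBS replicates 1 to 3, 83721486, 54481702 and 66975708 in P-DXd-titled replicates 1 to 3, and 71277320, 73655752 and 66954114 in T-DXd-titled replicates 1 to 3. The tables do not separate human reads from reads of mouse tissue that align to human genes.

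The first question was how residual tumors differed from vehicle. In P-DXd-titled xenografts, 3742 of 14945 genes tested were changed compared with PBS, 1677 higher and 2065 lower. The groups did not overlap for 55.1% of genes, where chance gives 10%. The alternative that moved this count most was glmTreat, which tests against a fold change of 1.5 and called 1130 genes. Without P-DXd-titled replicate 3 the count was 1857, and without P-DXd-titled replicate 2 it was 2464. In T-DXd-titled xenografts, 4263 of 14915 genes were changed, 1958 higher and 2305 lower, and the groups did not overlap for 60.7% of genes. Without T-DXd-titled replicate 3 the count was 2820. When all 6 treated libraries were compared with PBS, 4855 of 15070 genes were changed, 2284 higher and 2571 lower. Treated and PBS libraries did not overlap for 50.2% of genes, where chance gives 2.38% for 6 against 3.

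The second question was whether the conjugates had similar effects. Of 14777 genes tested in both comparisons with PBS, 3410 were called in both, 1528 higher and 1882 lower, and all 3410 had the same sign. A further 307 genes were called only in P-DXd-titled xenografts and 812 only in T-DXd-titled xenografts, which does not show that their changes differed. Log2 fold changes had a Pearson r of 0.943 across these genes, which are not independent replicates. Because the PBS libraries are shared, r lies above 0 without any effect: simulated unchanged groups against shared PBS libraries gave r from 0.467 to 0.524 (median 0.492, 20 draws), with 0 genes called in both comparisons in each draw. The simulation gave PBS and treated libraries the same dispersion. In the data, the common coefficient of variation was 0.248 and 0.214 in the comparisons with PBS, against 0.148 between the conjugates. PBS libraries thus varied more than simulated, which would raise r without any effect. The simulated r is therefore too low a reference, and the gap to 0.943 is overstated by an unknown amount. The alternative that moved r most was the use of separate PBS libraries for the 2 comparisons, with which r ranged from 0.721 to 0.850 over 6 divisions.

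**Figure D1:**
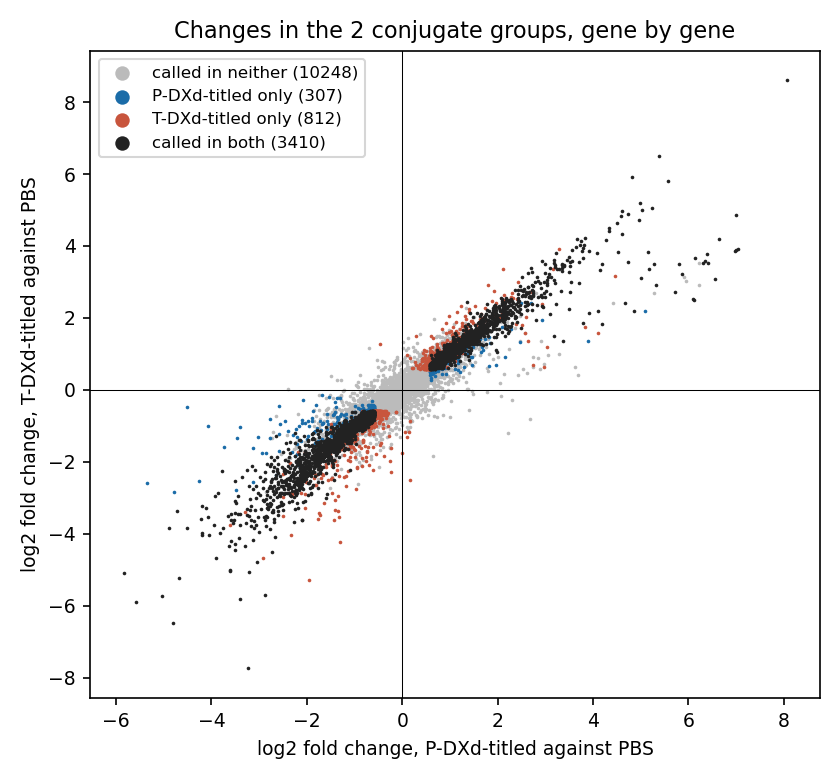
Log2 fold change of each gene against PBS in P-DXd-titled (x axis) and T-DXd-titled (y axis) xenografts; each point is a gene, and colors mark genes called in both, either or neither comparison. The 3410 genes called in both lie in the quadrants where both changes have the same sign.

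Direct comparison of P-DXd-titled with T-DXd-titled xenografts called 4 of 14653 genes, all higher in P-DXd-titled libraries, and 540 genes (3.69%) had an unadjusted p under 0.05. The groups did not overlap for 8.03% of genes, where chance gives 10%. H3F3C (ENSG00000188375.3) was 22.1 ± 6.16 CPM in P-DXd-titled and 5.74 ± 0.564 CPM in T-DXd-titled xenografts (log2 fold change 1.94, SE 0.18, adjusted p 0.0101); it is a close copy of H3F3A and H3F3B, so its counts are uncertain. ANPEP (ENSG00000166825.9) was 18.1 ± 2.78 and 9.45 ± 0.172 CPM (log2 fold change 0.94, SE 0.12, adjusted p 0.0426), CXCL5 (ENSG00000163735.6) was 18.1 ± 0.795 and 9.45 ± 0.945 CPM (0.94, SE 0.10, adjusted p 0.0228), and CXCL6 (ENSG00000124875.5), a close relative of CXCL5, was 29.0 ± 3.64 and 15.1 ± 1.57 CPM (0.94, SE 0.11, adjusted p 0.0361). PBS xenografts had 203 ± 76.1 CPM of ANPEP, 67.9 ± 46.8 of CXCL5 and 98.0 ± 33.6 of CXCL6, so these genes were lower in both treated groups than in PBS. H3F3C differed from them, at 8.37 ± 6.46 CPM in PBS (2.52 to 15.3). Each P-DXd-titled library lay above that range, and each T-DXd-titled library lay within it. CXCL5 and CXCL6 counts are uncertain to the extent that reads could be shared between them. Leaving out P-DXd-titled replicate 1 or any of T-DXd-titled replicates 1, 2 and 3 lost the calls of ANPEP (adjusted p 0.265, 0.497, 0.230 and 0.511), CXCL5 (0.147, 0.117, 0.194 and 0.200) and CXCL6 (0.158, 0.385, 0.213 and 0.151). H3F3C was not called without T-DXd-titled replicate 1 (0.117) or replicate 3 (0.151). Over DESeq2 and the 6 fits that each left out 1 library, adjusted p ranged from 1.40e-26 to 0.151 for H3F3C, 2.81e-09 to 0.511 for ANPEP, 2.63e-11 to 0.200 for CXCL5 and 3.21e-11 to 0.385 for CXCL6, lowest with DESeq2. The alternative that moved the count most was DESeq2, which called 24 genes, 22 higher and 2 lower, with all 4 among them. Fitting all 9 libraries together called 0 genes. A block on a digit in the animal code called 3 genes, of which 2 were among the 4. The count was 1 without P-DXd-titled replicate 1, 8 without P-DXd-titled replicate 3 (7 higher and 1 lower), 0 without T-DXd-titled replicate 1, and 1 without T-DXd-titled replicate 2. Without T-DXd-titled replicate 3 it was also 1, but that gene was lower in P-DXd-titled libraries and was none of the 4.

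Expression of the targeted receptors, of asporin and of genes related to the payload was examined next. ERBB2 (ENSG00000141736.9, which encodes HER2; chromosome 17, 37844167 to 37886679 as listed in the tables) was 104 ± 36.4 CPM in PBS, 315 ± 49.5 in P-DXd-titled and 322 ± 2.25 in T-DXd-titled xenografts (log2 fold changes 1.60, SE 0.27, adjusted p 0.00652, and 1.62, SE 0.25, adjusted p 0.00361). ERBB3 (ENSG00000065361.10, which encodes HER3; chromosome 12, 56473641 to 56497289) was 55.2 ± 24.8 CPM in PBS, 99.1 ± 7.23 in P-DXd-titled and 91.9 ± 3.87 in T-DXd-titled xenografts. Its rise was not past the threshold in either comparison of 3 against 3 (log2 fold changes 0.84 and 0.72, adjusted p 0.0860 and 0.117). It was called in the comparison of all 6 treated libraries (log2 fold change 0.77, SE 0.24, adjusted p 0.0192), but without PBS replicate 1 the log2 fold change was 0.45, below the fold change minimum (adjusted p from 0.000417 to 0.0359 over the alternatives run for study genes, which were DESeq2, RLE size factors, all 9 libraries in 1 fit and leaving out each library). Without PBS replicate 1 the log2 fold changes of ERBB3 in the comparisons of 3 against 3 were 0.51 and 0.39. For P-DXd-titled libraries, DESeq2 and the fit of all 9 libraries called ERBB3 (adjusted p 0.0302 and 0.0384), and its adjusted p ranged from 0.00313 to 0.198 over the same alternatives.

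ASPN (ENSG00000106819.7; chromosome 9, 95218487 to 95244788) was 9.49 ± 2.03 CPM in PBS, 30.9 ± 3.85 in P-DXd-titled and 35.6 ± 2.51 in T-DXd-titled xenografts (log2 fold changes 1.70, SE 0.19, adjusted p 0.00199, and 1.89, SE 0.17, adjusted p 0.000702). Whether these reads came from PC3 cells or from mouse stroma was not determined. SLFN11 fell by 0.97 (SE 0.15) and 1.08 (SE 0.13) on the log2 scale, from 39.2 ± 4.87 CPM to 20.2 ± 2.98 and 18.8 ± 1.49 (adjusted p 0.00540 and 0.00143). EGFR was 533 ± 92.9 CPM in PBS, 391 ± 41.8 in P-DXd-titled and 385 ± 19.3 in T-DXd-titled xenografts (log2 fold changes -0.45 and -0.49, adjusted p 0.0564 and 0.0258). Without PBS replicate 1, EGFR was called in both, with log2 fold changes of -0.59 and -0.62 (adjusted p 0.00230 and 2.81e-06). Over the alternatives run for study genes its adjusted p ranged up to 0.173 and 0.103. TOP1 was 258 ± 37.9, 203 ± 11.9 and 206 ± 5.90 CPM (log2 fold changes -0.35 and -0.34, adjusted p 0.0700 and 0.0552), and without PBS replicate 1 its log2 fold changes were -0.23 and -0.21. Its adjusted p ranged from 0.0219 to 0.193 and from 0.0107 to 0.163 over the alternatives run for study genes. With all 6 treated libraries the log2 fold change of TOP1 was -0.36 (adjusted p 0.00582), below the fold change minimum. ERBB4, NRG1, ABCG2 and ABCB1 had group means of 0.167 to 2.58 CPM, and none was called in a comparison of 3 against 3. ERBB4 was called with all 6 treated libraries (log2 fold change -1.23, adjusted p 0.0289), and without PBS replicate 1 it was -0.38 (adjusted p 0.349). It was also not called without P-DXd-titled replicate 3 (0.0507) or T-DXd-titled replicate 2 (0.0532), and its adjusted p ranged from 0.0107 to 0.349 over these alternatives. In T-DXd-titled libraries, DESeq2 and the fit of all 9 libraries called ERBB4 (adjusted p 0.0331 and 0.0462; range over these alternatives 0.0331 to 0.237). ABCB1 was called with all 6 treated libraries only when PBS replicate 1 was left out (log2 fold change 1.53, adjusted p 0.0476, range over these alternatives 0.0476 to 0.952, against a log2 fold change of 0.31 with it).

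Of the 10 study genes, 3 were called in P-DXd-titled and 3 in T-DXd-titled xenografts, and 5 with all 6 treated libraries. An adjusted p at or below 0.05 was reached over all genes tested by 3, 4 and 7 genes in these comparisons, and, adjusted over the list alone, by 3, 5 and 7 genes. Between the conjugates, 0 of the 10 genes reached it under either adjustment, and the smallest unadjusted p was 0.0786, for ASPN.

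**Figure D2:**
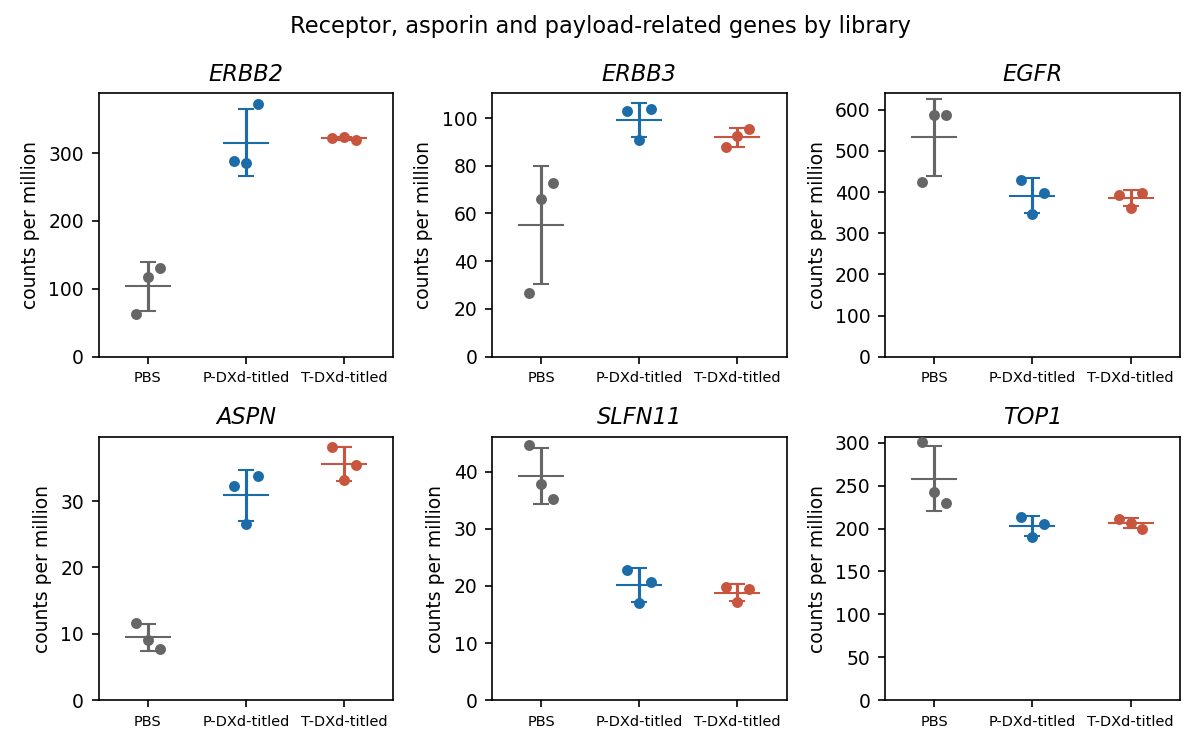
CPM (y axis, from 0) of 6 genes in each library (points), with the group mean and SD (n = 3). Each treated library lies above each PBS library for ERBB2, ERBB3 and ASPN, and below each PBS library for SLFN11 and TOP1.

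Gene lists were compared to ask which programs changed. The median log2 fold change of the S phase list was -1.47 in P-DXd-titled xenografts (40 of 41 genes lower, adjusted p 7.09e-24 by camera) and -1.55 in T-DXd-titled xenografts (41 of 41 lower, 6.55e-24). The G2/M list had medians of -2.09 (54 of 54 lower, 1.33e-52) and -2.48 (54 of 54 lower, 6.07e-59). MYC targets had medians of -0.59 and -0.61 (46 of 48 lower in each, 1.23e-07 and 2.67e-07). The alternative that moved these results most was camera with an estimated correlation, under which adjusted p for G2/M was 0.365 in each comparison. The interferon response list was higher, with medians of 0.56 (56 of 71 genes higher, 6.42e-09) and 0.41 (52 of 71 higher, 1.56e-05). Apoptosis genes had medians of 0.17 and 0.13 (25 of 45 higher in each, 0.179 and 0.212) and p53 targets 0.051 and 0.039 (16 of 31 higher in each, 0.745 and 0.817), neither past the threshold.

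Lists for host cell types were examined because the tumors grew in mice. The fibroblast list had medians of 1.06 (17 of 19 genes higher, adjusted p 0.0215 by camera) and 1.24 (16 of 19 higher, 0.00663). The P-DXd-titled value was no longer past the threshold without PBS replicate 2 (0.0794) or without PBS replicate 3 (0.0961). The macrophage list had medians of 1.38 (8 of 10 higher, 0.00542) and 1.26 (10 of 12 higher, 0.000582), and the endothelial list 0.022 (4 of 8 higher, 0.730) and -0.095 (3 of 8 higher, 0.638).

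Under fry, S phase, G2/M and macrophage calls held in both comparisons (adjusted p 0.00685 to 0.0186), the interferon call held in P-DXd-titled xenografts only (0.0449; 0.0712 in T-DXd-titled) and the fibroblast call in T-DXd-titled xenografts only (0.0449; 0.148 in P-DXd-titled). MYC targets did not hold (0.0626 and 0.0544), and apoptosis passed under fry (0.00886 and 0.00685). With the correlation estimated from the data, no list passed in any comparison (0.365 to 0.828). Between the conjugates, camera called S phase (median 0.068, adjusted p 0.000399), G2/M (0.34, 4.76e-43), interferon response (0.10, 1.69e-06), fibroblast (-0.20, 3.29e-05) and macrophage (-0.21, 0.000628) lists, and under fry none held (0.0823 to 0.629). The S phase difference was not past the threshold without P-DXd-titled replicate 1 (0.139) or replicate 2 (0.112), the interferon difference without P-DXd-titled replicate 3 (0.919) or, with its direction reversed, without T-DXd-titled replicate 1 (0.725), and the fibroblast and macrophage differences without P-DXd-titled replicate 1 (0.224 and 0.144). MYC targets were called only without T-DXd-titled replicate 3 (0.0453).

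With all 6 treated libraries, medians were -1.52 for S phase, -2.26 for G2/M, -0.61 for MYC targets, 0.48 for interferon response, 1.16 for fibroblasts and 1.31 for macrophages, each called by camera (adjusted p from 1.72e-48 to 0.0136) and under fry (0.000835 to 0.0237). The fibroblast call was lost without PBS replicate 2 (0.0573) or PBS replicate 3 (0.0640). Apoptosis (0.13, adjusted p 0.212), p53 targets (0.037, 0.817) and endothelial (-0.085, 0.695) lists were not called by camera.

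**Figure D3:**
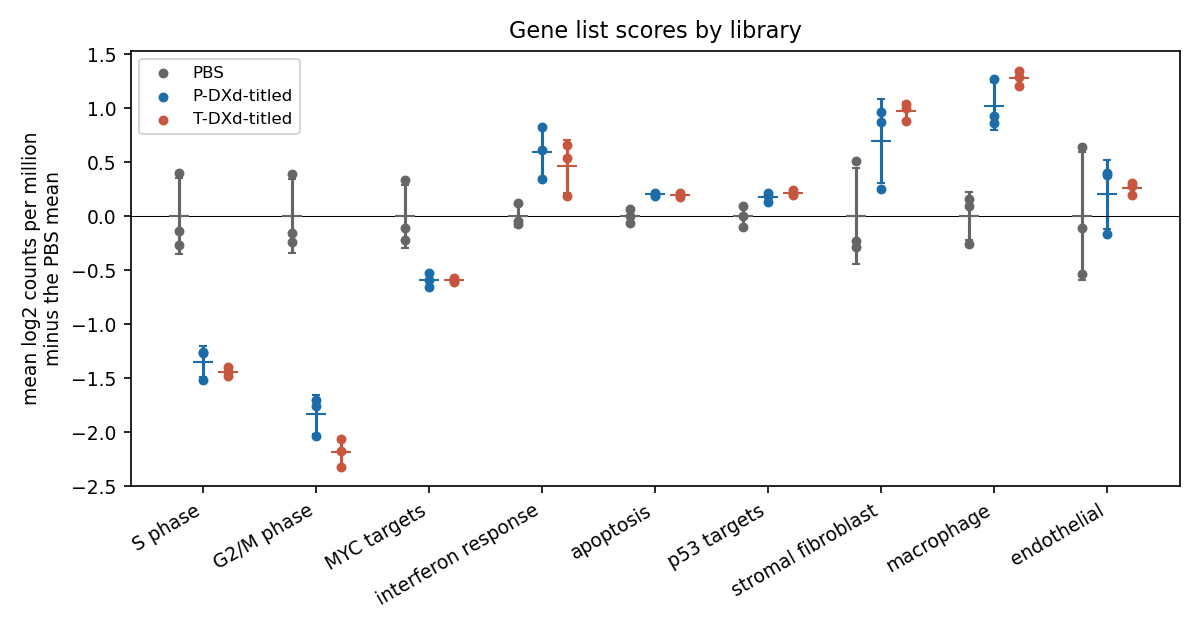
Score of each gene list in each library (points; mean log2 CPM of the list minus the PBS mean), with the group mean and SD (n = 3). G2/M scores were -1.70 or lower in every treated library and -0.24 or higher in every PBS library.

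Among list members with the largest changes, CENPE fell from 52.0 ± 17.2 CPM in PBS to 7.34 ± 1.205 and 5.44 ± 0.429 in P-DXd-titled and T-DXd-titled xenografts. GDF15, a p53 target, rose from 20.7 ± 9.19 to 174 ± 37.05 and 185 ± 8.55 CPM (log2 fold changes 3.06 and 3.14, adjusted p 0.00248 and 0.00118). COL6A3, 1 of 2 fibroblast genes lower in P-DXd-titled and 1 of 3 lower in T-DXd-titled xenografts, fell from 158 ± 10.1 to 14.9 ± 2.82 and 11.8 ± 0.428 CPM (log2 fold changes -3.41 and -3.77, adjusted p 0.000966 and 1.6e-05). In the interferon response list, HLA-B rose from 521 ± 140 to 2603 ± 466 and 2625 ± 308 CPM (log2 fold changes 2.31 and 2.32). HLA-B counts are uncertain because it shares sequence with other HLA genes. IRF9, of the same list, moved further and fell, from 6.15 ± 3.29 to 1.04 ± 0.0601 and 1.19 ± 0.168 CPM. Its log2 fold changes were -2.57 and -2.39 (adjusted p 0.00509 and 0.00472), and it overlaps another listed gene. In the apoptosis list, TNFSF10 rose (log2 fold changes 1.57 and 1.26) and APAF1 fell (-1.44 and -1.27).

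The largest rises selected by rule in P-DXd-titled xenografts were in skeletal muscle genes: CKM (log2 fold change 7.05, SE 2.02, adjusted p 0.0337), MYLPF (6.99, SE 1.66, 0.0187), TNNC2 (6.99, SE 1.86, 0.0266) and CASQ1 (6.98, SE 1.83, 0.0254). Their size depended on single libraries. Without P-DXd-titled replicate 2 the log2 fold changes were 3.38, 4.22, 3.68 and 3.41, and CKM, TNNC2 and CASQ1 were not called (adjusted p 0.114, 0.0612 and 0.0505). Without PBS replicate 2 they were 9.80, 8.15, 8.77 and 8.23. CKM, TNNC2 and CASQ1 were also not called without PBS replicate 3 (0.0656, 0.0518 and 0.0547), CKM and TNNC2 without P-DXd-titled replicate 3 (0.0596 and 0.0518) and CASQ1 without PBS replicate 2 (0.0536). The largest falls were in PTGS2 (-5.59, SE 1.16, adjusted p 0.0122), CDH18 (-4.80, SE 1.12, 0.0177), SORCS1 (-4.73, SE 0.76, 0.00563) and CA9 (-4.51, SE 0.53, 0.00233), which overlaps another listed gene. Without PBS replicate 1, the PTGS2 and CDH18 values were -3.28 and -3.41, and without P-DXd-titled replicate 2 CDH18 was -5.41. PTGS2 was not called without P-DXd-titled replicate 2 (adjusted p 0.0519) or replicate 3 (0.0604), nor CDH18 without P-DXd-titled replicate 1 (0.0701) or replicate 3 (0.0791). In T-DXd-titled xenografts the largest rises were in CEACAM6 (5.06, SE 0.63, adjusted p 0.00172), MYLPF (4.87, SE 0.66, 0.00223), CILP (4.84, SE 0.24, 0.000253) and IL34 (4.49, SE 0.28, 0.000346). Without PBS replicate 2, MYLPF was 6.04. The largest falls were in CDH18 (-6.49, SE 1.26, 0.00755), PTGS2 (-5.89, SE 1.199, 0.00907), GAL (-5.03, SE 1.06, 0.0101) and SCG5 (-4.67, SE 0.29, 0.000346). Here too, without PBS replicate 1 the CDH18, PTGS2 and GAL values were -5.10, -3.57 and -4.03, and without T-DXd-titled replicate 3 GAL was -6.01. Without T-DXd-titled replicate 1 GAL was not called (adjusted p 0.0509). With all 6 treated libraries, the rule selected MYLPF, CKM, TNNC2 and CASQ1 as higher (6.27, 6.17, 6.13 and 6.12) and PTGS2, CDH18, SCG5 and GAL as lower (-5.74, -5.45, -4.25 and -4.17). Without P-DXd-titled replicate 2 the values of the 4 muscle genes were 4.63, 3.71, 3.80 and 3.68, without PBS replicate 2 they were 7.45, 8.95, 7.94 and 7.39, and without PBS replicate 3 CKM was not called (adjusted p 0.0515). Without PBS replicate 1, PTGS2, CDH18 and GAL were -3.42, -4.04 and -3.16.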

Values the study reported

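The study reported that 5 genes differed significantly between xenografts treated with P-DXd and those treated with T-DXd, each given at 5 mg/kg.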

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

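In this part, the tests of muscle reads, of a shared change in P-DXd-titled libraries, of a lower host share and of GC content or length were chosen only after the result was seen.

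Among 28 results examined over the 6 treated libraries, 7 had 1 library far from the rest, where chance gives about 1 in 20. The muscle genes among them rise together in 1 library and are not independent.

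The gap between P-DXd-titled replicate 2 and the nearest library, as a share of the range over the 6 treated libraries on the log2 scale, was 0.665 for CKM, 0.720 for TNNC2 and 0.704 for CASQ1. All 21 genes of the skeletal muscle list were highest there. Their median excess in log2 CPM over the mean of the other 5 treated libraries was 4.54. ACTA1 reached 1335 CPM there, against 27.6 to 109 CPM in the other treated libraries and 0.293 to 16.7 CPM in PBS. The median log2 fold change of the list against PBS was 6.21 in P-DXd-titled and 3.51 in T-DXd-titled libraries, and 2.98 in P-DXd-titled libraries without replicate 2. The rise therefore did not rest on that library alone, but it was smaller without it. Muscle of the mouse taken with the tumor is a candidate source; Y-linked genes with a mouse homologue, which male host tissue would bring, were highest in that library for 3 of 5 genes. A change in tumor cells and host muscle cannot be told apart, because any male host tissue would bring Y-linked reads and the tables do not separate species.

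P-DXd-titled replicate 1 was low in the fibroblast score (gap of 0.788 of the range) and in the endothelial score (0.643). The fibroblast score was 0.25 in that library and 0.87 to 1.04 in the other 5 treated libraries. That library was also lowest among the treated libraries in the 3 other scores examined, those of macrophage genes, muscle genes and Y-linked genes with a mouse homologue. For Y-linked genes without a mouse homologue, P-DXd-titled replicate 3 was slightly lower (0.237 against 0.255). A lower share of host tissue is a candidate explanation. It cannot be told apart from a difference in the tumor, because part of this outcome was known when the test was chosen and only 1 library is concerned.

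ERBB4 was low in T-DXd-titled replicate 1 (gap of 0.709 of the range), on 36 counts against 75 to 107 in the other treated libraries. GAL was low in T-DXd-titled replicate 2 (0.628), on 0 counts against 7 to 20. Sampling of so few counts was not tested, and no biological explanation was tested.

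Between the conjugates, H3F3C (log2 fold change 1.94), ANPEP (0.94), CXCL5 (0.94) and CXCL6 (0.94) differed by a direct test. Depth and GC content or length were argued against as the whole cause: after thinning all libraries to 1 depth, a median of 3 of the 4 genes were called again over 10 draws, and with offsets for GC content and length 3 of the 4 were called. For H3F3C, reads shared with its close copies H3F3A and H3F3B stay open. The larger of their absolute log2 fold changes was 0.032, but H3F3B stood at 1352 CPM, a level that would hide a shift of the size seen in H3F3C, so shared reads and a change of H3F3C cannot be told apart. Only 1 of the 10 splits of these 6 libraries gave as many called genes, the real one, which is the smallest share this design allows. A difference between the conjugates remains among the open explanations, and which conjugate is higher is not known, since titles and treatment fields disagree.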

How the results depend on the processing

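The offsets for GC content and length were chosen only after the data were seen; the other alternatives were planned. No paired analysis was possible because the titles carry animal codes rather than shared replicate numbers. A block on a digit of that code, whose meaning is not stated, gave 3519, 3398, 3 and 4630 called genes for P-DXd-titled against PBS, T-DXd-titled against PBS, P-DXd-titled against T-DXd-titled and both conjugates against PBS. Between the conjugates, 2 of the 3 were among the 4 genes called without the block, so the other 2 lost their call; the cause was not tested.

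The real division was the only 1 of 10 splits to give as many called genes for P-DXd-titled against PBS, and likewise 1 of 10 for T-DXd-titled against PBS and 1 of 10 for P-DXd-titled against T-DXd-titled. With 10 splits the share is never under 10%, so for these comparisons chance assignment of libraries cannot be told apart from treatment by splits. For both conjugates against PBS it was 1 of 84 splits, which argues against chance. No other split called a gene.

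Called genes numbered 1130, 1696, 1 and 2536 in the same order under glmTreat, which tests a stricter hypothesis. Without a fold change minimum, both conjugates against PBS gave 8398 genes, because fewer conditions apply. P-DXd-titled against T-DXd-titled gave 24 genes with DESeq2 and 0 with all 9 libraries in 1 fit (4 of 14653 genes with 540 at an unadjusted p under 0.05 in the comparison as reported); the cause was not tested. With simulated data of 3 against 3, DESeq2 recovered 192 of 200 changed genes and called 51 unchanged ones, edgeR 175 and 8. RLE size factors, no filter, a minimum of 10 counts and GC and length offsets kept the counts of all 4 comparisons within 1.5 times. Leaving out 1 library gave 1857 (without P-DXd-titled replicate 3) to 3936 genes for P-DXd-titled against PBS, 2820 (without T-DXd-titled replicate 3) to 4641 for T-DXd-titled against PBS, 0 (without T-DXd-titled replicate 1) to 8 (without P-DXd-titled replicate 3) between the conjugates and 4204 to 5239 for both against PBS. The correlation of the conjugates' log2 fold changes was 0.721 to 0.850 with separate PBS libraries, where fewer libraries enter each fold change, and 0.915 to 0.949 when 1 library was left out.

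With an estimated correlation, camera called no list. For P-DXd-titled against PBS adjusted p was 0.374 for S phase, 0.365 for G2/M, 0.552 for MYC targets, 0.511 for interferon response, 0.570 for fibroblasts and 0.400 for macrophages. For T-DXd-titled against PBS it was 0.374, 0.365, 0.552, 0.552, 0.552 and 0.374 in the same order. Between the conjugates it was 0.552 for S phase, 0.365 for G2/M, 0.570 for interferon response, 0.400 for fibroblasts and 0.374 for macrophages. For both against PBS it was 0.365, 0.365, 0.511, 0.552, 0.552 and 0.374 in the first order. Under fry, calls were lost for MYC targets (0.0626) and fibroblasts (0.148) in P-DXd-titled, for MYC targets (0.0544) and interferon response (0.0712) in T-DXd-titled libraries, and between the conjugates for S phase (0.448), G2/M (0.0823), interferon response (0.629), fibroblasts (0.394) and macrophages (0.244). Apoptosis was gained under fry (0.00886 in P-DXd-titled, 0.00685 in T-DXd-titled, 0.00106 in both), and p53 targets changed direction in both (0.996). The cause was not tested. RLE size factors and GC and length offsets changed no list call.

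Across fits that each left out 1 library, adjusted p of the fibroblast list ranged from 0.000846 to 0.0961 in P-DXd-titled libraries (highest without PBS replicate 3) and from 0.00111 to 0.0640 in both, and that of the endothelial list in P-DXd-titled libraries from 0.353 to 0.978. Between the conjugates the ranges were 6.15e-09 to 0.139 for S phase, 0.0453 to 0.818 for MYC targets, 1.25e-23 to 0.919 for interferon response, 0.389 to 0.955 for apoptosis, 0.354 to 0.817 for p53 targets, 1.87e-09 to 0.224 for fibroblasts, 8.45e-05 to 0.144 for macrophages and 0.228 to 0.817 for endothelial genes. Calls were lost there for S phase without P-DXd-titled replicate 1 (0.139) or replicate 2 (0.112), for fibroblasts (0.224) and macrophages (0.144) without P-DXd-titled replicate 1, and for interferon response without P-DXd-titled replicate 3 (0.919) or T-DXd-titled replicate 1 (0.725).

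Among study genes, ERBB3 in P-DXd-titled libraries was gained with DESeq2 (log2 fold change 0.84) and with all 9 libraries in 1 fit (0.83), and ERBB4 in T-DXd-titled libraries likewise (-1.44 and -1.45). Leaving out 1 library, log2 fold changes against PBS ranged for EGFR from -0.59 to -0.37 in P-DXd-titled, -0.62 to -0.42 in T-DXd-titled and -0.60 to -0.41 in both, lowest without PBS replicate 1. For ABCB1, under 1 CPM, they ranged from -0.069 to 1.64, -0.29 to 1.41 and -0.18 to 1.53, highest without PBS replicate 1. NRG1 ranged from -0.50 to 0.39 in T-DXd-titled and -0.80 to 0.10 in both, ERBB3 from 0.45 to 1.02 in both and ERBB4 from -1.55 to -0.38 in both. Between the conjugates the ranges were -0.044 to 0.11 for EGFR, -0.27 to 0.52 for ABCB1, -0.17 to 0.038 for ERBB2, -0.058 to 0.023 for TOP1 and -0.14 to 0.37 for ABCG2. ERBB2, ASPN and SLFN11 kept their calls against PBS in every fit without 1 library and under DESeq2, RLE size factors and all 9 libraries in 1 fit.

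For genes named because they were called, the 20 values for which DESeq2 gave an adjusted p changed no call. Of their 192 values without 1 library, 29 lost their call and 0 changed direction. Named list members were not part of these values. Some of them reached an adjusted p at or below 0.05 with DESeq2 but not with edgeR. Between the conjugates these were CDCA7 (0.00708), HMMR (0.0187), CENPA (0.0346), POSTN (0.0132) and LYZ (0.0320). In P-DXd-titled libraries against PBS they were OGN (0.0188) and TEK (0.0203). DESeq2 gave no adjusted p for 11 results of called or study genes, so it neither kept nor lost those calls. Against PBS these were CKM and PTGS2 in P-DXd-titled and PTGS2 in T-DXd-titled libraries. With all 6 treated libraries they were MYLPF, CKM, TNNC2, CASQ1 and PTGS2. Between the conjugates they were NRG1, ABCG2 and ABCB1, and the list members IPO4, SPATA18 and C1QB also had none there. The cause was not tested. NRG1, ABCG2 and ABCB1, under 1 CPM, rested on 6 to 71 counts per library; how far depth limits them was not separated from the spread between tumors.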

Other observations

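In this part, the tests of host reads, of a lower share of tumor cells, of added cells of another type and of GC content or length for the fibroblast, macrophage and proliferation lists were chosen only after the result was seen.

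PC3 lacks the Y chromosome, yet Y-linked genes had counts, and 4 of the 5 with an X-linked copy rose after treatment, KDM5D being the exception (log2 fold change -0.13). DDX3Y was 2.26 ± 0.631 CPM in PBS, 5.16 ± 2.47 in P-DXd-titled and 4.77 ± 0.805 in T-DXd-titled xenografts (n = 3 each, log2 fold change with all 6 treated libraries 1.11). The score of 5 Y-linked genes with a mouse Y homologue was 0.69 ± 0.66 and 1.02 ± 0.09 above PBS in the 2 treated groups, and that of 2 Y-linked genes without one 0.56 ± 0.55 and 1.23 ± 0.36. If reads of X-linked copies were the whole cause, Y and X genes would move together; over 5 pairs the Y score rose by 0.72 more than the X score (exact permutation p 0.0595, 84 divisions), which leaves this open. Across the 9 libraries, as deviations from group means, the score of the 5 Y-linked genes followed the mean fibroblast and macrophage score (Pearson's r 0.939, exact permutation p 0.0324; Spearman's rho 0.900, exact p 0.0463; 216 arrangements). Adjusted over the 2 relations given here, these exact p were 0.0648 and 0.0926, neither past 0.05, and r was 0.860 without P-DXd-titled replicate 1 and PBS replicate 1. The 2 Y-linked genes without a mouse homologue gave r 0.563 (exact p 0.231) and rho 0.617 (exact p 0.171). Mouse host reads may contribute, but host reads and other sources cannot be told apart: neither test passed adjustment, and the genes without a mouse homologue rose too.

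The fibroblast and macrophage scores rose after treatment by 0.83 and 1.15 (exact permutation p 0.0238 and 0.0119) and the endothelial score by 0.23 (exact p 0.381). A lower share of tumor cells would raise all 3 alike only if the lists tracked host cells equally well. The difference of the first 2 from the endothelial score rose by 0.76 (exact permutation p 0.0119, the smallest that 84 divisions allow). This cannot exclude a lower share as the whole cause. The endothelial list had 8 genes and a score SD of 0.59 in PBS, and how many list genes PC3 cells also express was not analysed. With offsets for GC content and length the median log2 fold change of both lists was 1.18, against 1.17 without. A change in the stroma that infiltrates treated tumors, or in the tumor cells themselves, may also lie behind the rise and was not tested.

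For the fall of the proliferation lists, a lower share of tumor cells would also lower epithelial genes, if these did not change within tumor cells. The epithelial list instead had a median log2 fold change of 0.70 (16 of 18 genes higher, score exact permutation p 0.0119). That list was written after the data were seen, and a rise of its genes within tumor cells could hide a lower share. The test therefore cannot exclude a lower share. With GC and length offsets the S and G2/M median was -1.90, which argues against GC content and length as the whole cause. Slower division of residual tumor cells after a topoisomerase I inhibitor may explain the fall, as a hypothesis from the same data.

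Among lists written after the data were seen, hypoxia genes had a median log2 fold change of -1.04 (25 of 29 lower), sterol synthesis genes -0.62 (22 of 25 lower), LXR targets 0.35 (10 of 12 higher; 0.20 with GC and length offsets) and skeletal muscle genes 5.36 (21 of 21 higher), each with an exact permutation p of 0.0119, the smallest possible. With GC and length offsets the hypoxia median was -1.13 and the sterol median -0.73, which argues against those trends as the whole cause. No biological explanation of these lists was tested.

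PBS replicate 1 stood apart from all other libraries by at least 8-fold in 40 of 12472 genes, 3 higher and 37 lower. The next was P-DXd-titled replicate 2 with 34. PTGS2 was 518 CPM there and at most 42.4 elsewhere, and PDGFD 0.0334 against at least 7.10; these genes were picked after their values were seen. Depth is argued against, since 37 genes stood apart after thinning to 1 depth, and GC content or length, since 38 did with that correction. Added cells of another type are argued against by the 37 lower genes, which such cells would not bring down 8-fold. A swap with a treated library is argued against by a G2/M score 2.09 above the highest treated library. A difference between tumors, such as another subclone of PC3, may remain, and it moves the PBS mean of PTGS2, CDH18, EGFR and ERBB3 in the comparisons above.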
